A study of Mus musculus with 7 samples. Its data were reported in "Blocking the SIRPα-CD47 axis promotes macrophage phagocytosis of exosomes derived from visceral adipose tissue and improves inflammation and metabolism in mice" (2025).

How the data were processed

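RNA from 7 libraries of 3T3-L1 cells, 1 per group, was sequenced after treatment with exosomes of 3 depots from mice on 2 diets, or from untreated cells. Per the paper's methods, the authors trimmed reads with fastp, mapped them with HISAT2, assembled and merged transcripts with StringTie and gffcompare, and quantified genes with StringTie. No versions were stated. The methods name a human reference although the cells and the gene IDs are mouse, and the mouse build and annotation release were not given. The deposited count table holds whole-number raw counts per gene, made by the authors and not normalized. The deposited FPKM table holds the same genes scaled to exon length and library total, computed by the authors, and for each gene the FPKM is proportional to the count divided by the library's total (spread of the implied lengths 0.00249% over 11290 genes with at least 20 counts). The table has 34745 genes, of which 21370 had a count, and 59 gene names occur more than once. Gene IDs were looked up in a reference table, where 34267 were found and 32518 carried the same symbol.

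Counts were scaled with TMM factors of edgeR 4.0.16 in R 4.3.3. The factor was 0.950 for LFD-vWAT-Exos and 1.00 to 1.01 for the others. Between 2 single libraries no test was made, since each group has 1 library. The ratio of scaled counts was given with an exact (Clopper-Pearson) 95% counting interval. This interval takes reads as independent and covers neither PCR copies, which were not marked with molecular identifiers, nor differences between cultures. Genes with at least 1 CPM in either library were used, and a gene was counted as apart when its log2 ratio, with a prior count of 2, was at least 1 in size and its interval excluded equal levels. Genes with 0 counts in 1 library were given a fold of at least the ratio to 3 counts in that library, scaled by the same factor. Genes with shared reads, named as uncertain, are those with at least 20% of exon bases in another gene or at least 20% of their 31-mers in transcripts of another gene. They were 75 of 423 named genes, and 1 gene was not in the reference.

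The comparisons were HFD against LFD within each depot, each exosome library against the control, and vWAT against iWAT within each diet. Genes apart were counted in the same way in all 21 pairs of libraries, none of which are replicates. Effects over several libraries were tested with edgeR's quasi-likelihood F test after filterByExpr, with Benjamini-Hochberg adjusted p under 0.05. Diet was tested with depot as a block, and vWAT or BAT against iWAT with diet as a block, both with 2 residual degrees of freedom. AT-Exos were tested against the control with 1 term. The SE given for a gene in these fits was its absolute log2 difference divided by the square root of F. It was derived from the test and is not a separate estimate of spread. The common dispersion was 0.0933 in the fit of diet and depot and 0.0932 in that of AT-Exos. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run beside it. No paired analysis was possible because the labels give no link between single animals or cultures across groups.

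The 31 gene lists, with 684 of 713 symbols found, cover cytokines and chemokines, NF-kappaB and acute phase, interferon response, fatty acid synthesis, triglyceride synthesis and storage, lipolysis, fatty acid uptake and oxidation, thermogenesis, cholesterol synthesis, glycolysis, glycogen, PI3K-AKT-mTOR signalling, adipocyte identity, preadipocyte and matrix genes, cell cycle, unfolded protein and stress response, NRF2 response, mitochondrially encoded and nuclear oxidative phosphorylation genes, markers of 7 other cell types, histones, reference genes, the study's readouts and its miRNA targets. Between 2 libraries, the median log2 ratio of a list was set among 10000 random lists of the same size matched on mean expression in 20 bins. The random lists take genes singly, so a list whose genes move together can fall outside without an effect of treatment. No pair of replicates shows how often this happens. Over several libraries, lists with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. With so few residual degrees of freedom, the last 2 could call little. A list that lost its call there is not shown to be unchanged. Where the genes of a list are correlated above the preset, camera's p-value at the preset is too small. The groups, tests, lists, alternatives and rules for named genes were chosen before the data were examined. Results without the LFD-vWAT-Exos library were added after.

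Named genes were the readouts and miRNA targets of the study, up to 4 members per list with the largest ratio among those with at least 50 counts, and the 6 highest and 6 lowest ratios per pair among genes with at least 100 counts. In each fit the 5 smallest p per direction were candidates. The scripts were tested on simulated data. Between 2 libraries, 200 of 200 genes set 4-fold apart were called, with 8 of the unchanged ones, and intervals covered 95.4% of true values on 12358 genes. With counting error only, 2 of 24 lists lay outside the central 95% of random lists. In the fits, at a simulated dispersion of 0.1, 100 genes were set 4-fold and 100 genes 2-fold apart. All of them had a mean of at least 50 counts. Of those set 4-fold apart, 90% were recovered for diet (13406 genes tested) and 57% for vWAT against iWAT (13412 tested). The values were 73% for BAT against iWAT (13412 tested) and 51% for AT-Exos against control (13862 tested). For genes set 2-fold apart they were 11%, 10%, 3% and 3%. In the simulation no library stood apart and diet acted alike in all depots. These shares therefore do not give the power in the real libraries. Tables were handled and figures drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.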

Results

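RNA sequencing was performed on 3T3-L1 cells, a mouse fibroblast line that can be differentiated into adipocytes, after exposure to exosomes released by adipose tissue (AT-Exos). The labels describe mature adipocytes at days 8 to 10 of differentiation, and the treated cells received exosomes for 48 h. The exosomes came from inguinal white adipose tissue (iWAT), visceral white adipose tissue (vWAT) or brown adipose tissue (BAT) of mice fed a low-fat diet (LFD, lean) or a high-fat diet (HFD, obese). Together with an untreated control this gave 7 groups of 1 library each. The labels give the control as having had no treatment, whereas the paper's supplementary legends name PBS buffer, so whether the ratios to the control include an effect of the vehicle was left open. No difference between single groups therefore had a replicate check, and the intervals given here cover counting error only. Total counts were 22.0 M in the control, 24.3 M with LFD-iWAT-Exos, 13.5 M with LFD-vWAT-Exos and 22.3 M with LFD-BAT-Exos. They were 17.8 M with HFD-iWAT-Exos, 21.5 M with HFD-vWAT-Exos and 21.9 M with HFD-BAT-Exos. A count of 0, read as at most 3 counts, allowed 0.122 to 0.234 CPM (counts scaled to library size and TMM factor), with the highest limit in the LFD-vWAT-Exos library. A gene was counted as apart between 2 libraries when it differed by at least 2-fold and its 95% counting interval excluded equal levels. Gene lists were set against random lists of like expression. A list whose genes move together can lie outside their range without an effect of treatment.

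The transcriptome of all 7 libraries was rich in matrix genes and poor in genes of mature fat cells. Of 27 adipocyte identity genes, 12 stayed below 1 CPM in every library, among them Adipoq (adiponectin), Cfd (adipsin), Plin1 (a coat protein of lipid droplets), Retn (resistin), Lep (leptin), Slc2a4 (the insulin-responsive glucose transporter) and Cebpa (a transcription factor of adipogenesis). Results below for the adipocyte identity list rest almost wholly on its other members. They do not show a gain or loss of these 12. Pparg, the central regulator of adipogenesis, ranged from 12.5 to 21.5 CPM, Fabp4, a fatty acid carrier, from 75.0 to 174 CPM, and Lpl, lipoprotein lipase, from 216 to 1212 CPM. Dlk1, a preadipocyte gene, ranged from 646 to 1409 CPM. Fn1 (fibronectin) ranged from 8475 to 13308 CPM, Lox (lysyl oxidase) from 5452 to 9977 CPM and Col1a2 (a collagen I chain) from 2453 to 13417 CPM. The genes named so far in this paragraph were chosen after their values were seen. Of 27 thermogenesis genes, 17 were below 1 CPM in every library. Ucp1, the uncoupling protein of brown fat, had 0 counts in 6 libraries and 4 counts with HFD-BAT-Exos. Markers of other cell types were scarce, with summed levels over the libraries of 3.07 to 6.36 CPM for blood, 6.61 to 8.50 CPM for endothelial, 0.456 to 4.38 CPM for lymphocyte, 1.16 to 2.34 CPM for mammary and skin epithelial and 18.1 to 38.9 CPM for mesothelial markers. Skeletal muscle markers summed to 2.73 CPM with LFD-vWAT-Exos and to 15.5 to 21.4 CPM in the other 6 libraries. Macrophage markers summed to 725 CPM with LFD-vWAT-Exos and to 1427 to 3735 CPM in the others, most of it from Spp1 (osteopontin), which cells other than macrophages also express.

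**Figure D1:**
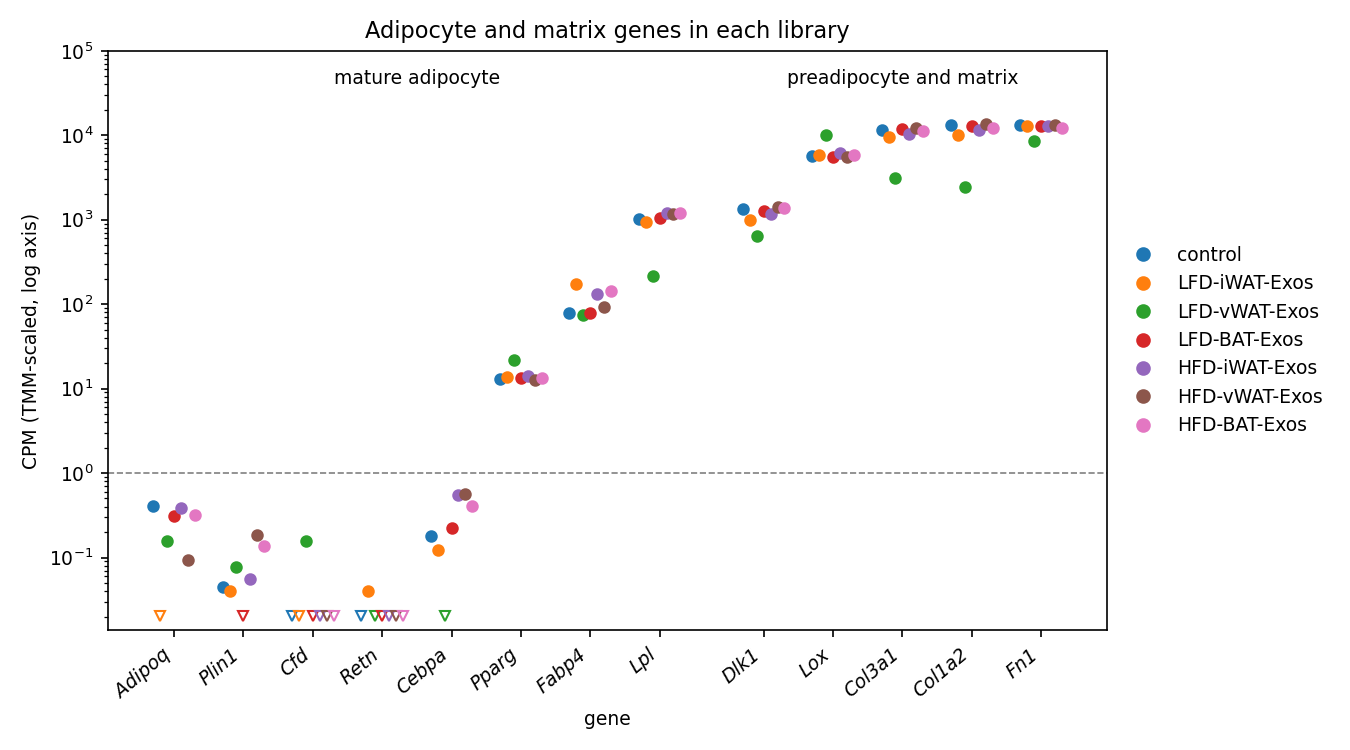
Expression of 8 adipocyte genes and 5 preadipocyte or matrix genes in the 7 libraries, in CPM on a log axis, with 1 point per library; open triangles mark 0 counts and the dashed line marks 1 CPM. Adipoq, Plin1, Cfd, Retn and Cebpa lay below 1 CPM in every library, and Dlk1 and the matrix genes lay above 100 CPM.

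The LFD-vWAT-Exos library stood apart from the other 6. Each of the 6 pairs with this library held 3609 to 3842 genes apart, with a correlation across genes of 0.901 to 0.912 (Pearson) and 0.900 to 0.911 (Spearman). The other 15 pairs held 210 to 644 genes apart, with a median of 288 and Pearson correlations of 0.982 to 0.992. Genes are not independent replicates, so these correlations describe the libraries only. The first principal component took 75.7% of the variance and placed this library at 79.3 against -16.9 to -8.93 for the others. It also had the lowest depth, at 13.5 M counts, and the lowest share of counts from mitochondrially encoded genes, at 1.10% against 2.19% to 2.60%. Every comparison with LFD-vWAT-Exos below carries these differences. The remaining comparisons are among the 15 other pairs, and no pair of replicates shows how many genes would be apart without a difference in treatment. Among these 15, the pairs with LFD-iWAT-Exos held 316 to 644 genes apart, against 210 to 362 in those without it. On the second principal component LFD-iWAT-Exos lay at -24.1, against -7.14 to 11.1 for the others. Comparisons with LFD-iWAT-Exos carry this smaller separation.

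**Figure D2:**
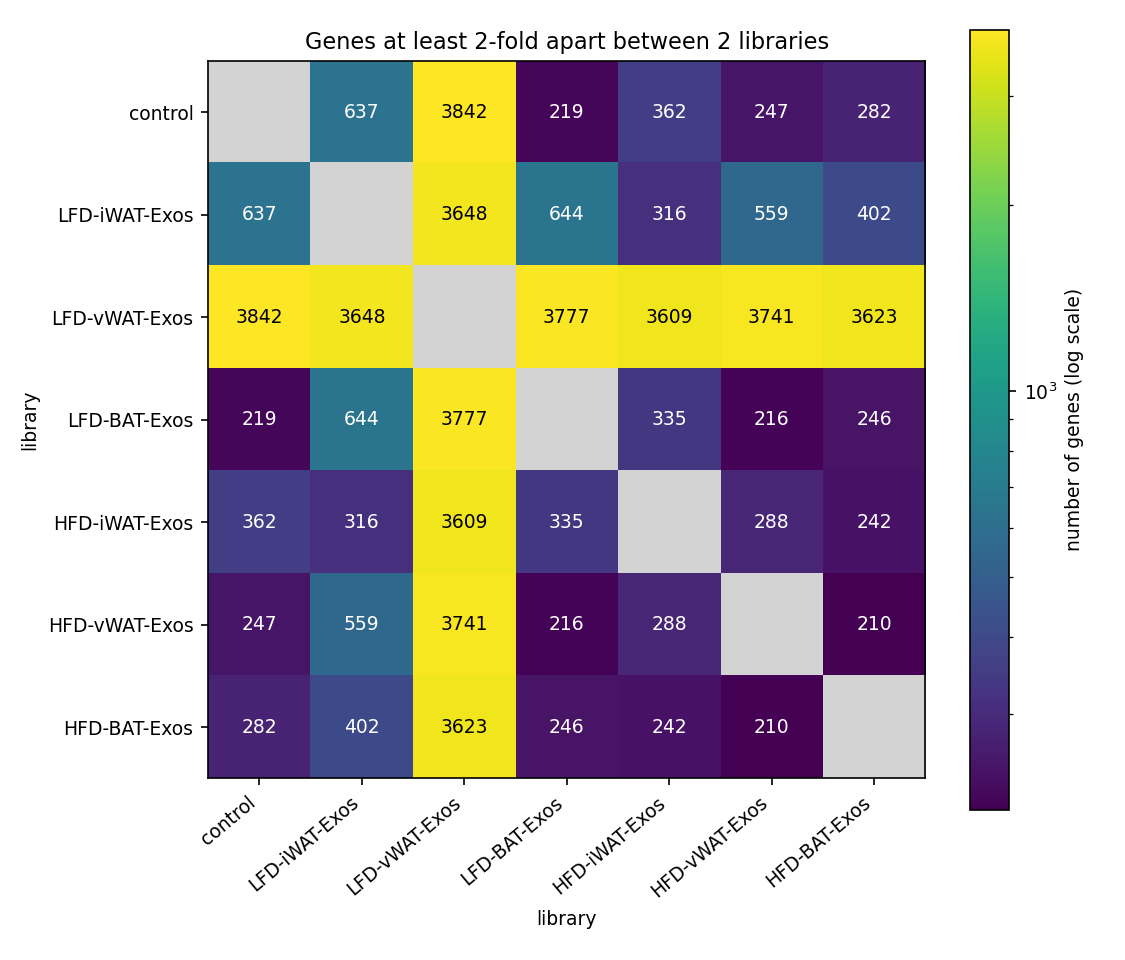
Number of genes apart in each of the 21 pairs of the 7 libraries, as a square matrix with library names on both axes and a log colour scale. The pairs with LFD-vWAT-Exos hold 3609 to 3842 genes, and the other 15 pairs hold 210 to 644.

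One question of the study was how obesity alters the effect of exosomes from each depot. Cells given HFD-vWAT-Exos had higher levels of antiviral, chemokine, cholesterol synthesis and matrix genes and lower levels of glycolytic and antioxidant genes than cells given LFD-vWAT-Exos. The interferon response showed the widest difference, with 39 of 40 genes higher, 34 of them apart, and a median 4.35-fold higher. Ifit1, an antiviral RNA-binding protein, was 20.4-fold higher (95% interval 15.5 to 27.3), and Dhx58, a viral RNA sensor, was 14.2-fold higher (10.3 to 20.2). Of 20 cytokine and chemokine genes, 12 were apart and higher and 1 was apart and lower. The monocyte attractants Ccl9, Ccl7 and Ccl2 were 28.1-fold (19.2 to 42.8), 12.2-fold (10.6 to 14.2) and 6.16-fold (5.54 to 6.87) higher, while Lif, a cytokine of the interleukin-6 family, was 5.92-fold lower (5.29 to 6.64). Both groups move with the LFD-vWAT-Exos library, which stood apart and had 13.5 M counts and a mitochondrial share of 1.10%.

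With the same library on 1 side (13.5 M counts, mitochondrial share 1.10%), 13 of 24 cholesterol synthesis genes were apart and higher, with the sterol enzymes Cyp51, Msmo1 and Nsdhl 4.52-fold (3.23 to 6.48), 3.40-fold (2.83 to 4.12) and 3.38-fold (2.65 to 4.35) higher. Of 41 preadipocyte and matrix genes, 21 were apart and higher and 2 were apart and lower. Acta2, smooth muscle actin, was 8.00-fold higher (7.21 to 8.90) and Lum, a collagen-binding proteoglycan, 6.85-fold higher (5.57 to 8.51), whereas Ctgf, a matrix growth factor with shared reads and so uncertain, was 25.7-fold lower (20.5 to 32.7). Of 13 mitochondrially encoded genes, 11 were apart and higher, among them mt-Nd1, a complex I subunit, at 8.32-fold (7.97 to 8.68). Glycolysis went the other way, with 13 of 23 genes apart and lower and 2 apart and higher. The glucose transporter Slc2a1 and the hexokinases Hk1 and Hk2 were 5.57-fold (5.41 to 5.73), 5.36-fold (5.23 to 5.49) and 3.90-fold (3.73 to 4.09) lower, while the enolase Eno3 was 5.39-fold higher (4.08 to 7.26). Of 21 NRF2 antioxidant genes, 9 were apart and lower, with Hmox1 (heme oxygenase) 9.90-fold (9.67 to 10.1) and Gclc (glutathione synthesis) 9.45-fold lower (8.67 to 10.3).

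Lipid genes were mixed with HFD-vWAT-Exos against LFD-vWAT-Exos (13.5 M counts, mitochondrial share 1.10%). Triglyceride synthesis and storage had a median 1.67-fold lower, with Lpin2, a phosphatidate phosphatase, 3.14-fold lower (2.91 to 3.38) and Plin2, a lipid droplet protein, 2.65-fold lower (2.54 to 2.76). Lipolysis had a median log2 ratio of 0.76 over 9 genes, with the carboxylesterase Ces1f 4.29-fold higher (3.36 to 5.54). Fatty acid oxidation had a median of 0.41, with 2 of 26 genes apart, including Cpt1a, the gatekeeper of mitochondrial fatty acid entry, at 2.83-fold higher (2.57 to 3.11). Fatty acid synthesis had a median of 0.33 and stayed within the range of random lists, although the elongase Elovl6 was 4.84-fold higher (3.83 to 6.20). The cell cycle median was 0.58, with Ccne2 (cyclin E2) 6.00-fold lower (4.79 to 7.56) and Rrm2, a subunit of ribonucleotide reductase, 3.16-fold higher (2.51 to 4.01). The unfolded protein and stress response median was 0.46, with the chaperone-like isomerase Pdia6 3.51-fold higher (3.32 to 3.70) and the phosphatase subunit Ppp1r15a 4.24-fold lower (3.87 to 4.64). Histone genes, most of which share reads with copies, had a median of -1.65 over 7 members.

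The NF-kappaB and acute phase list split, at a median of -0.07, with the adhesion molecule Vcam1 12.9-fold higher (11.9 to 14.1) and Ptgs2 (cyclooxygenase 2) 4.42-fold lower (4.18 to 4.67). Medians within the range of random lists were 0.28 for adipocyte identity, -0.11 for fatty acid uptake, -0.34 for glycogen metabolism, -0.34 for thermogenesis, -0.20 for PI3K-AKT-mTOR signalling, 0.21 for nuclear oxidative phosphorylation, 0.12 for macrophage markers and -0.27 for reference genes. Single genes at the top included Slc9a9, a sodium-proton exchanger, at least 44.2-fold higher against 0 counts, and Ifitm1, an antiviral membrane protein, at least 28.7-fold higher against 0 counts. Lrrc17 was 144-fold higher (25.6 to 5706) against 1 count. At the other end were Arl14epl, 22.3-fold lower (12.9 to 41.5), and Nanos1, an RNA-binding repressor, 19.5-fold lower (11.04 to 37.4). In all, 3741 of 12619 genes were apart, 2222 higher and 1519 lower, and 15 of 25 lists lay outside the central 95% of random lists of like expression. These differences move with the LFD-vWAT-Exos library, which stood apart from all others and had 13.5 M counts and a mitochondrial share of 1.10%. With scaling by total counts only, the median of all genes was 0.12 in place of 0.04.

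Between LFD-vWAT-Exos and the untreated control, 3842 of 12589 genes were apart, 1657 higher and 2185 lower. This comparison has the LFD-vWAT-Exos library on the other side from the diet comparison in vWAT, so opposite signs in the 2 are not independent. Of 40 interferon response genes, 39 were lower and 34 of these were apart, and the median was 5.03-fold lower. Ifit1 was 27.7-fold lower (21.1 to 37.1) and Mx1, an antiviral GTPase, 17.5-fold lower (11.1 to 29.2). Ccl9 was 26.5-fold lower (18.1 to 40.4) and Ccl7 11.5-fold lower (9.99 to 13.4), while Lif was 10.6-fold higher (9.24 to 12.3). Of 24 cholesterol synthesis genes, 14 were apart and lower, with Cyp51 at 5.53-fold (3.97 to 7.90). Acta2 was 11.9-fold lower (10.8 to 13.3). In glycolysis 13 of 23 genes were apart and higher, with Slc2a1 6.07-fold (5.89 to 6.25) and Hk1 4.51-fold higher (4.40 to 4.61). Glycogen genes included Epm2a (laforin) at 8.01-fold (6.96 to 9.26) and Gbe1, the branching enzyme, at 6.76-fold higher (6.47 to 7.08). Among the genes at the extremes, Murc, a caveolar coat protein of muscle, was 66.2-fold higher (44.9 to 102), Il13ra2, the decoy receptor of interleukin 13, 49.7-fold higher (33.9 to 75.9), and Slc9a9 at least 39.3-fold lower. The macrophage genes Csf1r and Mrc1 were 21.6-fold (12.0 to 42.8) and 20.1-fold (10.9 to 41.3) higher, but 15 of 26 macrophage markers were below 1 CPM in every library. The sum of the markers, most of it from Spp1, was lower, at 725 CPM against 1542 CPM in the control. Their median, centred per gene over 10 members, was higher, at 0.09 against -0.27 in the control. Of 25 lists, 14 lay outside the range of random lists, 4 higher and 10 lower, and the library's depth of 13.5 M and mitochondrial share of 1.10% belong to each of these values. With total counts only, the median of all genes was -0.13.

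Between cells given HFD-vWAT-Exos and the control, 247 of 12433 genes were apart, 142 higher and 105 lower. NF-kappaB and acute phase genes were higher in 23 of 27 cases with a median of 0.16, and 1 was apart, namely Tnfaip3 (A20, an NF-kappaB feedback inhibitor) at 2.73-fold (2.38 to 3.14). Interferon response genes were lower in 30 of 39 cases with a median of -0.16 and none apart in either direction. Matrix genes were higher in 30 of 41 cases, with a median of 0.07. Single genes at the extremes included Zbtb20, a transcriptional repressor, 6.51-fold higher (5.46 to 7.80), and Ak4, a mitochondrial adenylate kinase, 7.99-fold lower (6.36 to 10.1). Of 24 lists, 6 lay outside the random range, 3 higher and 3 lower. The share of genes apart that were higher was 57.5%, but 39.6% on deposited FPKM plus 1 and 39.7% at a minimum of 10 CPM.

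With LFD-iWAT-Exos 637 of 12432 genes were apart from the control, 394 higher and 243 lower, and the cell cycle led. All 31 cell cycle genes were higher, 17 of them apart, with a median 2.20-fold higher. Aurkb (aurora kinase B), Birc5 (survivin) and Cenpa (the centromeric histone) were 3.46-fold (2.89 to 4.16), 3.00-fold (2.54 to 3.56) and 2.64-fold (2.29 to 3.05) higher. Inflammatory genes were also higher, with 7 of 27 NF-kappaB and acute phase genes apart, including Ptgs2 at 3.48-fold (3.27 to 3.69), Nos2 (inducible nitric oxide synthase) at 2.90-fold (2.80 to 3.01) and Tnfaip3 (A20, a feedback inhibitor of NF-kappaB) at 2.77-fold (2.42 to 3.18). Lif was 3.19-fold (2.74 to 3.71), Il33, an alarmin, 2.45-fold (2.20 to 2.72) and Il6 2.45-fold higher (1.99 to 3.03). Macrophage markers were at a sum of 3735 CPM against 1542 CPM in the control, most of it from Spp1, which was 2.48-fold higher (2.45 to 2.51). Adipocyte identity genes were higher in 13 of 15 cases, with Fabp4 2.22-fold higher (2.10 to 2.35), and cholesterol synthesis genes in 21 of 24 cases with none apart. Interferon genes were lower in 34 of 39 cases, with Cmpk2, a mitochondrial nucleotide kinase, 2.20-fold lower (1.86 to 2.62) and Ifi47, an immunity GTPase, 2.17-fold lower (1.86 to 2.52). Acta2 was 5.20-fold lower (4.94 to 5.49), while Mmp3, a matrix metalloproteinase, and its inhibitor Timp1 were 3.19-fold (3.07 to 3.32) and 2.96-fold higher (2.81 to 3.12). The highest and lowest single genes included Cdh17, a cadherin, 5.90-fold higher (4.29 to 8.30) and the non-coding RNA Dnm3os 16.7-fold lower (14.2 to 19.6). Of 24 lists, 10 lay outside the random range, 8 higher and 2 lower.

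HFD-iWAT-Exos against the control showed smaller medians for the cell cycle, cytokines and adipocyte identity than LFD-iWAT-Exos, and 0.28 against 0.26 for NF-kappaB and acute phase genes. Cell cycle genes were higher in 25 of 31 cases with a median of 0.46 and none apart, cytokine genes in 15 of 20 cases with a median of 0.36, and NF-kappaB and acute phase genes in 21 of 27 cases with 4 apart. Tnfaip3 was 2.51-fold (2.17 to 2.90), Ptgs2 2.08-fold (1.94 to 2.23) and Nos2 2.04-fold higher (1.96 to 2.12), and Acta2 was 3.08-fold lower (2.94 to 3.23). In all 362 of 12441 genes were apart, 207 higher and 155 lower, and 9 of 24 lists lay outside the random range.

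Set directly against LFD-iWAT-Exos, HFD-iWAT-Exos gave lower cell cycle genes in 31 of 31 cases, with a median 1.54-fold lower. Birc5 was 2.17-fold lower (1.85 to 2.55) and the only cell cycle gene apart, while Mcm5, a replication helicase subunit, was 1.88-fold (1.68 to 2.10) and Aurkb 1.86-fold lower (1.60 to 2.17). Medians were also below the random range for glycolysis (-0.26, 20 of 23 genes lower), nuclear oxidative phosphorylation (-0.22, 35 of 40 lower), cytokines (-0.20), NRF2 genes (-0.18), NF-kappaB genes (-0.15), cholesterol synthesis (-0.15) and macrophage markers (-0.25). Interferon response genes were higher in 35 of 40 cases with a median of 0.19 and none apart. A4galt, a glycolipid galactosyltransferase, was 15.1-fold higher (11.2 to 20.9) and Ntn1, a guidance protein, 6.31-fold higher (5.53 to 7.22), while Tmem127, a negative regulator of mTOR, was 7.49-fold lower (6.43 to 8.77) and Rab22a, an endosomal GTPase, 4.75-fold lower (4.27 to 5.30). The count was 316 of 12424 genes apart, 184 higher and 132 lower, and 9 lists lay outside the random range, 1 higher and 8 lower.

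With HFD-BAT-Exos against LFD-BAT-Exos, 1 library against 1, 12 of 15 measurable adipocyte identity genes were higher with a median of 0.21, including Fabp4 at 1.84-fold (1.74 to 1.95). Of 8 lipolysis genes, 7 were higher, with Abhd5, the activator of adipose triglyceride lipase, at 1.67-fold (1.55 to 1.80) and Lipe, hormone-sensitive lipase, at 1.49-fold (1.29 to 1.73). Fatty acid uptake genes were higher in 11 of 16 cases, with Angptl4, an inhibitor of lipoprotein lipase, at 1.90-fold (1.85 to 1.95). Glycogen genes were higher in 17 of 21 cases and cell cycle genes in 26 of 31 cases, with Gbe1 at 1.52-fold (1.44 to 1.59) and Top2a, a topoisomerase, at 1.44-fold (1.35 to 1.52). Interferon response genes were lower in 35 of 39 cases, with Mx1 1.48-fold lower (1.32 to 1.65), and mitochondrially encoded genes were lower in 13 of 13 cases with a median of -0.30. None of the genes named in this paragraph up to here was apart. Apart were Lif at 2.76-fold higher (2.37 to 3.23), Rab22a at 5.78-fold higher (5.21 to 6.43), and Zbtb20 at 13.5-fold (10.4 to 17.9) and Dnm3os at 12.7-fold lower (11.1 to 14.5). The count was 246 of 12457 genes apart, 116 higher and 130 lower, and 7 of 24 lists lay outside the random range, 5 higher and 2 lower.

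Against the control, LFD-BAT-Exos gave 219 of 12428 genes apart, 124 higher and 95 lower. Cell cycle genes were lower in 26 of 31 cases with a median of -0.18, mitochondrially encoded genes were higher in 12 of 13 cases with a median of 0.17, and Tnfaip3 was 2.68-fold higher (2.33 to 3.08). Zbtb20 was 5.53-fold higher (4.63 to 6.64) and Ak4 9.81-fold lower (7.69 to 12.7). HFD-BAT-Exos gave 282 of 12405 genes apart from the control, 167 higher and 115 lower, with 14 of 15 measurable adipocyte identity genes higher at a median of 0.46. Angptl4 was 2.51-fold (2.43 to 2.59), Ptgs2 2.45-fold (2.30 to 2.61) and Hp (haptoglobin) 2.12-fold higher (2.03 to 2.21), and 5 of 27 NF-kappaB and acute phase genes were apart. Interferon response genes were lower in 31 of 39 cases with a median of -0.15. The share of genes apart that were higher was 56.6% for LFD-BAT-Exos, but 46.2% on FPKM plus 1 and 40.3% at a minimum of 10 CPM. For HFD-BAT-Exos it was 59.2%, but 47.1% on FPKM plus 1. Of 24 lists, 5 lay outside the random range with LFD-BAT-Exos and 10 with HFD-BAT-Exos.

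**Figure D3:**
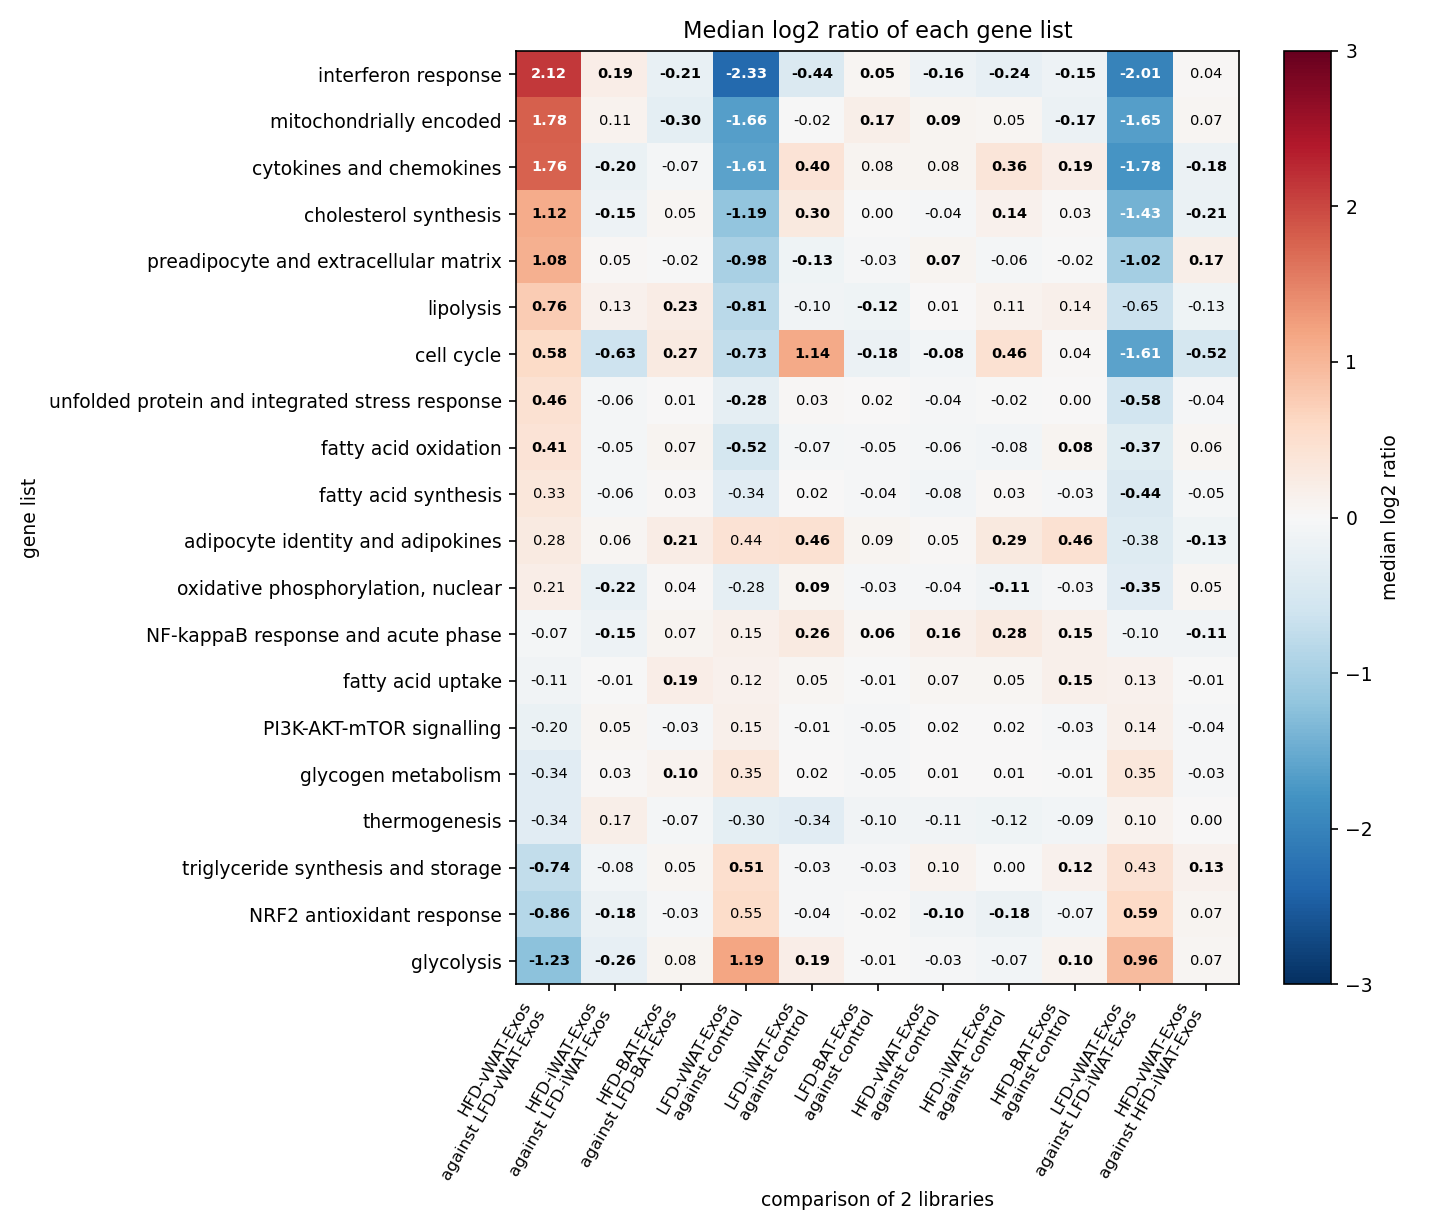
Median log2 ratio of 20 gene lists (vertical axis) in the 11 comparisons of single libraries (horizontal axis), as a colour scale with the value printed in each cell; bold values lie outside the central 95% of 10000 random lists of like expression. Interferon response stands at 2.12 in HFD-vWAT-Exos against LFD-vWAT-Exos and at -2.33 in LFD-vWAT-Exos against control, and the cell cycle at 1.14 in LFD-iWAT-Exos against control.

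Another question was how vWAT-Exos differ from iWAT-Exos in the lean and the obese state. In the lean state, LFD-vWAT-Exos gave lower cell cycle, interferon, cytokine, cholesterol and matrix genes and higher glycolytic genes than LFD-iWAT-Exos. Of 31 cell cycle genes, 23 were apart and lower, with a median 3.04-fold lower, and Ccnb2 (cyclin B2), Rrm2 and Birc5 were 8.21-fold (5.29 to 13.4), 7.40-fold (5.97 to 9.28) and 7.21-fold (5.31 to 10.0) lower. Of 40 interferon genes, 33 were apart and lower, and of 20 cytokine genes, 13, with Ccl9, Ccl7 and Il33 28.2-fold (19.3 to 42.9), 18.8-fold (16.3 to 21.8) and 8.49-fold (6.78 to 10.8) lower. Of 24 cholesterol synthesis genes, 17 were apart and lower, with Msmo1 5.79-fold lower (4.85 to 6.97). In glycolysis 11 of 23 genes were apart and higher, including Hk1 at 4.72-fold (4.61 to 4.83) and Slc2a1 at 4.52-fold (4.41 to 4.64). Glycogen genes had a median of 0.35 within the random range, with Epm2a 5.36-fold (4.78 to 6.03) and Gbe1 4.58-fold higher (4.41 to 4.75). In all 3648 of 12562 genes were apart, 1496 higher and 2152 lower, and 15 of 25 lists lay outside the random range. They rest on the library that stood apart, with 13.5 M counts and a mitochondrial share of 1.10%, and the median of all genes was -0.12 with total counts only.

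In the obese state the same comparison was narrower, at 288 of 12467 genes apart, 147 higher and 141 lower. Cell cycle genes were again lower, in 27 of 31 cases with a median 1.44-fold lower, and Ccnb2 was 2.10-fold lower (1.64 to 2.72) and apart. Cholesterol synthesis genes were lower in 20 of 24 cases with a median of -0.21 and none apart. Cytokine genes were lower in 15 of 21 cases and NF-kappaB genes in 16 of 27 cases, with Il6 1.45-fold (1.16 to 1.83) and Ptgs2 1.51-fold lower (1.41 to 1.60). Adipocyte identity genes were lower in 14 of 15 cases, with Fabp4 1.43-fold (1.34 to 1.51) and Lipe 1.37-fold lower (1.17 to 1.61), and lipolysis had a median of -0.13 within the random range. Matrix genes were higher in 30 of 41 cases, with Acta2 2.06-fold higher (1.96 to 2.17), and triglyceride synthesis and storage genes in 12 of 17 cases. Dnm3os was 10.3-fold higher (9.09 to 11.8) and Zbtb4, a methyl-CpG-binding repressor, 9.04-fold lower (7.54 to 10.9). Of 24 lists, 7 lay outside the random range. The share of genes apart that were higher was 51.0%, but 40.2% at a minimum of 10 CPM.

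Effects common to the depots or diets were tested over several libraries, since these fits have a spread. With 1 library per diet and depot, that spread is not one of replicates. It holds differences between cultures, any difference in the diet effect between depots, and the LFD-vWAT-Exos library that stood apart. A diet effect in 1 depot alone thus counts as spread. For HFD against LFD exosomes over the 3 depots, Abhd5 was higher by 0.69 on the log2 scale (SE 0.16, higher in 3 of 3 depots) and Tpbg, a Wnt-inhibiting surface protein with shared reads and so uncertain, had a log2 difference of -1.59 (SE 0.19, lower in 3 of 3). Fam107b, an actin-associated protein, stood at -2.20 (SE 0.27, lower in 3 of 3). None of these passed, at an adjusted p = 0.888 (edgeR), which was also the smallest over all genes. By edgeR 0 of 13441 genes passed, with 73 at an unadjusted p under 0.05, and limma-voom called 0 and DESeq2 8. Without the LFD-vWAT-Exos library edgeR called 11 genes, 6 higher and 5 lower, and without both vWAT libraries 12, while 1 passed without the BAT libraries. With depot as a block, the first of these rests on iWAT and BAT alone, as the lone vWAT library adds no contrast of diet. Across 11511 genes, the diet ratios of the depots were weakly related, with Pearson correlations of 0.11 for vWAT and iWAT, -0.15 for vWAT and BAT and -0.13 for iWAT and BAT. Of these genes, 2 were apart and higher by diet in all 3 depots. Another 5 were apart and lower in all 3, namely Fam107b, Fam134c, Gm20431, Tmed2 and Tpbg.

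Among the lists, 7 passed in the diet fit by limma's camera with a preset correlation of 0.01, and none of the 7 held with an estimated one. Interferon response genes were above 0 in 39 of 40 cases (adjusted p = 5.12e-09, median log2 0.56, and adjusted p = 0.784 with an estimated correlation), with Gbp7, a guanylate-binding protein, at 1.01 (SE 0.56) and Xaf1, a pro-apoptotic interferon target, at 0.76 (SE 0.44). This list had a median of -0.01 and did not pass (adjusted p = 0.917) without the LFD-vWAT-Exos library. Matrix genes were above 0 in 33 of 42 cases (adjusted p = 0.000175), lipolysis genes in 9 of 11 (adjusted p = 0.00233), cholesterol synthesis genes in 21 of 24 (adjusted p = 0.0396) and mitochondrially encoded genes in 12 of 13 (adjusted p = 0.00560). Glycolysis genes were below 0 in 17 of 23 cases (adjusted p = 0.00192) and NRF2 genes in 15 of 21 (adjusted p = 0.00905). No gene of these lists passed over all genes or when adjusted over the list alone. Each of the 7 had an adjusted p = 0.784 with an estimated correlation. Without the LFD-vWAT-Exos library, which had 13.5 M counts and a mitochondrial share of 1.10%, 6 lists passed. Of the first 7, lipolysis still passed as higher (adjusted p = 0.000567), but with a median of 0.14 in place of 0.33, and NRF2 as lower (adjusted p = 0.0179), with -0.07 in place of -0.31. Matrix, cholesterol synthesis and glycolysis genes did not pass, at medians of -0.01, -0.05 and -0.05, so the first 2 of these turned direction. Mitochondrially encoded genes turned to lower (adjusted p = 0.00474), and cell cycle (adjusted p = 9.50e-08) and nuclear oxidative phosphorylation genes (adjusted p = 0.000944) came out lower and adipocyte identity higher (adjusted p = 0.00199). The diet contrast then rests on iWAT and BAT alone. Between single libraries the cell cycle median by diet was -0.63 in iWAT but 0.27 in BAT. The lower cell cycle call is thus not a change common to these depots. None of the 6 lists that passed held either, at an adjusted p = 0.960 with an estimated correlation for each. Lipolysis and adipocyte identity lost the call although their estimated correlations, at -0.018 and -0.067, were below the preset 0.01. For NRF2, nuclear oxidative phosphorylation, cell cycle and mitochondrially encoded genes the estimates were 0.24, 0.48, 0.87 and 1. For interferon response genes, which did not pass here, the estimate was 0.90. Where the estimate is far above the preset, the p-value at the preset is likely too small. With so few residual degrees of freedom the check with an estimated correlation could call little, so the losses do not show the lists to be unchanged.

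For vWAT-Exos against iWAT-Exos over both diets, cell cycle genes were below 0 in 28 of 31 cases, with a median of -1.03. Cenpa stood at -1.34 (SE 0.34), Aurka (aurora kinase A) at -1.54 (SE 0.41) and Kif11, a spindle motor, at -1.58 (SE 0.42). The list passed camera at an adjusted p = 4.22e-15 but not with an estimated correlation (adjusted p = 0.495 with an estimated correlation). Without the LFD-vWAT-Exos library the value was an adjusted p = 1.49e-14 with a median of -0.76, but HFD-vWAT-Exos is then the only vWAT library, and its spread is taken from the other depots. Cholesterol synthesis genes were below 0 in 22 of 24 cases (adjusted p = 1.05e-07, and adjusted p = 0.495 with an estimated correlation), and the value without that library, again from 1 vWAT library, was an adjusted p = 8.94e-06 (median -0.24). Both lists were lost there with an estimated correlation, at an adjusted p = 0.944 with an estimated correlation. The other 8 of 10 lists that passed did not pass without it, among them interferon response (38 of 40 below 0, adjusted p = 2.07e-07), cytokines (18 of 21 below 0, adjusted p = 5.77e-05), matrix (29 of 42 below 0, adjusted p = 0.00467) and glycolysis (18 of 23 above 0, adjusted p = 0.00467). Without that library, again from 1 vWAT library, the medians were 0.17 for interferon response, 0.14 for matrix and -0.04 for glycolysis genes. These lists thus turned direction, while cytokines stayed lower at -0.20. With all libraries and an estimated correlation the adjusted p was 0.495 to 0.621, so none of the 10 held, though this check could call little. No cell cycle or cholesterol gene passed over all genes or when adjusted over the list alone, although 19 cell cycle genes had an unadjusted p under 0.05. Among single genes, Dnal1, an axonemal dynein chain, stood at -2.93 (SE 0.30, lower in 2 of 2 diets) and Il1rn, the interleukin 1 receptor antagonist, at -2.58 (SE 0.53, lower in 2 of 2), both at an adjusted p = 0.777. By edgeR 0 of 13441 genes passed, with 366 at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 10. Without the LFD-vWAT-Exos library, at 13.5 M counts and a mitochondrial share of 1.10%, edgeR called 12, with HFD-vWAT-Exos as the lone vWAT library and the spread taken from the other depots. Without the BAT libraries it called 4.

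BAT-Exos against iWAT-Exos over both diets also gave lower cell cycle genes, below 0 in 31 of 31 cases (adjusted p = 3.03e-30, median -0.91, and adjusted p = 0.869 with an estimated correlation), with Aurkb at -1.17 (SE 0.36) and Ccnb2 at -1.60 (SE 0.52). Cholesterol synthesis genes were below 0 in 21 of 24 cases (adjusted p = 0.00107), NF-kappaB and acute phase genes in 21 of 28 (adjusted p = 0.0161), and interferon response genes above 0 in 34 of 40 (adjusted p = 0.00620). Macrophage markers were, like NF-kappaB genes, below 0, in 8 of 12 cases with a median of -0.48, but did not pass (adjusted p = 0.113). None of the 4 lists that passed held, at an adjusted p = 0.869 with an estimated correlation, and no gene of these lists passed over all genes or when adjusted over the list alone. In the fit of diet and depot without LFD-vWAT-Exos, the estimated correlation was 0.87 for cell cycle and 0.90 for interferon response genes. Their p-values at the preset 0.01 are thus likely too small. Aspm, a spindle protein, stood at -1.58 (SE 0.34, lower in 2 of 2 diets), at an adjusted p = 1.00. By edgeR 0 of 13441 genes passed, with 124 at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 2. When LFD-vWAT-Exos was left out edgeR still called 0, but 923 of 13820 genes had an unadjusted p under 0.05, and 927 of 13225 without both vWAT libraries. Across all 7 libraries the cell cycle median, centred per gene, was highest with LFD-iWAT-Exos (1.09) and next with HFD-iWAT-Exos (0.30), against -0.73 to -0.03 in the others. The vWAT and BAT contrasts share the 2 iWAT libraries, so lower cell cycle genes in both are not independent results. Every version of these fits held LFD-iWAT-Exos, the library with the highest cell cycle median.

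The 6 AT-Exos libraries were also tested together against the control. Ak4 had a log2 difference of -2.65 (SE 0.58, lower in 6 of 6 libraries) and Rnf170, a ubiquitin ligase of the endoplasmic reticulum, of -1.97 (SE 0.27, lower in 6 of 6), but neither passed (adjusted p = 1.00 and adjusted p = 0.729). The protocadherin Pcdhga9 passed, at -7.43 (SE 0.51, lower in 6 of 6, adjusted p = 0.0115). It belongs to a cluster of genes with shared exons, so its reads are uncertain, and it lost the call without LFD-iWAT-Exos (adjusted p = 0.0824), HFD-iWAT-Exos (adjusted p = 0.127) or HFD-BAT-Exos (adjusted p = 0.0855). With depot and diet as terms no gene passed, the smallest being an adjusted p = 0.136. At a minimum of 50 counts edgeR called 0, but this is no check on Pcdhga9. That filter needs the counts in several libraries, and those of Pcdhga9 lay mostly in the control. By edgeR 1 of 14102 genes passed, with 120 at an unadjusted p under 0.05, limma-voom called 1 and DESeq2 5, and edgeR called 11 without LFD-vWAT-Exos and 2 without HFD-vWAT-Exos. NF-kappaB and acute phase genes were above 0 in 22 of 28 cases (adjusted p = 0.000568, median 0.14, and adjusted p = 0.408 with an estimated correlation), with Tnfaip3 at 1.56 (SE 0.43) and Nos2 at 1.10 (SE 0.46). Macrophage markers were above 0 in 10 of 13 cases with a median of 0.43 and did not pass (adjusted p = 0.389), and their median, centred per gene, was lowest in the control (-0.27) of all 7 libraries. Adipocyte identity genes were above 0 in 12 of 16 cases (adjusted p = 0.00480) and interferon response genes below 0 in 35 of 40 (adjusted p = 0.000568). The adjusted p was 0.408, 0.408 and 0.881 with an estimated correlation, and no gene of these lists passed over all genes or when adjusted over the list alone. Without the LFD-vWAT-Exos library all 3 passed at the preset correlation and none with an estimated one, at an adjusted p = 0.779 for NF-kappaB, 0.779 for adipocyte identity and 0.973 for interferon response with an estimated correlation. Cytokine and chemokine genes were also higher without LFD-vWAT-Exos, with a median of 0.25. The single control was assumed to vary like the treated libraries, so a fault of the control library would count as an effect.

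The genes used as readouts or named as targets of exosomal miRNAs were picked by the study and are not counted as independent evidence. The targets were matched to expression in 3T3-L1 cells given these exosomes, and how the readouts were chosen was not stated. With HFD-vWAT-Exos against LFD-vWAT-Exos, 4 of 6 measurable readouts were apart and higher. Lpl was 5.32-fold (5.12 to 5.54), Il6 3.80-fold (2.41 to 6.26), Cpt1a 2.83-fold (2.57 to 3.11) and Acaca, a fatty acid synthesis enzyme with shared reads, 3.72-fold higher (3.13 to 4.45). Fasn, fatty acid synthase, was 1.33-fold higher (1.24 to 1.42) and Pparg had a ratio of 0.580 (0.488 to 0.688). Of the 6 targets, Zeb2 had a ratio of 0.493 (0.463 to 0.526), Slc23a2 of 0.344 (0.324 to 0.365), Irs2 of 0.346 (0.318 to 0.377) and Mapk14 of 0.315 (0.291 to 0.341). 4632428N05Rik was 2.99-fold higher (1.496 to 6.60), from 10 and 50 counts, and Vdr 3.21-fold higher (2.79 to 3.69). Against the control, the ratios with HFD-vWAT-Exos were 0.897 for Zeb2, 1.06 for Slc23a2, 1.08 for Irs2, 1.13 for Mapk14, 1.03 for 4632428N05Rik and 1.05 for Vdr. Those with LFD-vWAT-Exos, at 13.5 M counts and a mitochondrial share of 1.10%, were 1.82 for Zeb2, 3.08 for Slc23a2, 3.12 for Irs2, 3.58 for Mapk14, 0.346 for 4632428N05Rik and 0.327 for Vdr. In BAT, Mapk14 had a ratio of 0.468 (0.432 to 0.508) with HFD-BAT-Exos against LFD-BAT-Exos, and the other 5 targets were not apart by diet in iWAT or BAT, nor was Mapk14 in iWAT.

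Il6 stood at 5.55 CPM in the control, 13.6 with LFD-iWAT-Exos, 9.48 with HFD-iWAT-Exos, 5.57 with LFD-BAT-Exos, 6.61 with HFD-BAT-Exos, 6.52 with HFD-vWAT-Exos and 1.72 with LFD-vWAT-Exos. Il6 by diet was 0.698 (0.577 to 0.842) in iWAT and 1.19 (0.927 to 1.52) in BAT as the HFD to LFD ratio. Il1b had at most 6 counts and Tnf at most 2 counts in any library, so differences of these cytokines by diet were not detectable at this depth. In the fits, the readouts and targets held 0 genes that passed over all genes or when adjusted over the list alone.

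**Figure D4:**
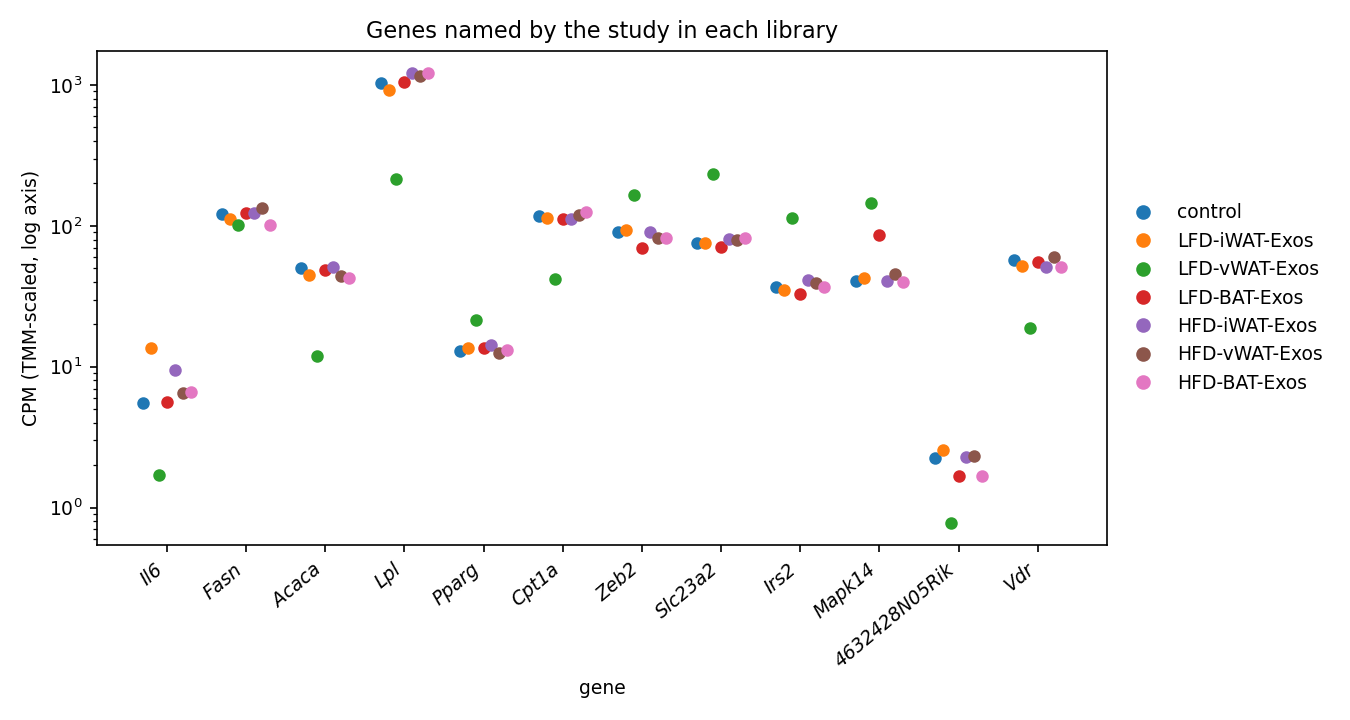
Expression in CPM on a log axis of 12 genes that the study used as readouts or named as miRNA targets, with 1 point per library. The LFD-vWAT-Exos library lies below the other 6 for Lpl (216 CPM), Acaca, Cpt1a, Il6 (1.72 CPM) and Vdr and above them for Slc23a2, Irs2 and Mapk14.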

Values the study reported

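For 3T3-L1 cells given HFD-vWAT-Exos against LFD-vWAT-Exos, the study reported lower levels of several miRNA targets, with fold changes of 1.9 for Zeb2, 2.76 for Slc23a2 and 2.74 for Irs2. It reported higher levels of 4632428N05Rik (3.14), Vdr (3.37) and Mapk14 (3.01), and, for another miRNA, an increase of 2.74 for Zeb2. It set the increases of Mapk14 and Zeb2 beside less miR-200b-3p in the HFD exosomes, although elsewhere it describes more of this miRNA there.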

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

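All 7 results here compare the diet ratios of list medians between depots, each from single libraries, and none of the differences was tested. They were picked out because the median of a list was above 0 in 1 depot and below 0 in another, with both outside the central 95% of random lists. The cell cycle median was 0.58 in vWAT and -0.63 in iWAT, a difference of 1.20, and 0.27 in BAT, a difference of 0.90 from iWAT. Cholesterol synthesis stood at 1.12 in vWAT and -0.15 in iWAT, a difference of 1.26. Cytokines and chemokines stood at 1.76 in vWAT and -0.20 in iWAT, a difference of 1.95. The interferon response stood at 2.12 in vWAT and 0.19 in iWAT against -0.21 in BAT, differences of 2.33 and 0.40. Mitochondrially encoded genes stood at 1.78 in vWAT and -0.30 in BAT, a difference of 2.08. The vWAT medians use the LFD-vWAT-Exos library, with 13.5 M counts and a mitochondrial share of 1.10%. The iWAT medians use the LFD-iWAT-Exos library, which had the highest cell cycle median of all libraries.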

How the results depend on the processing

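The values without the LFD-vWAT-Exos library were chosen after the data were seen, and the other settings before. Among counts of genes and lists, 115 alternatives were within 1.5 times the value reported and 70 were not. Of the alternatives for single ratios, 386 lay within the counting interval of the value reported and 10 outside it, and 0 turned direction. The causes of these shifts were not tested, apart from the minimum of expression and the prior, which by construction remove or shrink genes with few counts.

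Counts of genes apart moved with the minimum level and with what was added before the logarithm. The alternatives in FPKM differ from the counts in both the unit and the value added, so their shifts are not those of the unit alone. With FPKM plus 1 they were 2036 for HFD-vWAT-Exos against LFD-vWAT-Exos, 2132 for LFD-vWAT-Exos against control and 1947 for LFD-vWAT-Exos against LFD-iWAT-Exos. Each of the next groups gives, in order, the counts at a minimum of 10 CPM, at 0.1 CPM, with FPKM plus 0.1 and with FPKM plus 1. HFD against LFD gave 111, 705, 177 and 70 in iWAT and 79, 586, 143 and 53 in BAT. Against the control, LFD-iWAT-Exos gave 287, 1149, 390 and 175, LFD-BAT-Exos 67, 545, 127 and 52, HFD-vWAT-Exos 78, 572, 144 and 53, HFD-iWAT-Exos 93, 724, 203 and 67, and HFD-BAT-Exos 96, 598, 167 and 68. HFD-vWAT-Exos against HFD-iWAT-Exos gave 92, 621, 159 and 63. With a prior count of 10 the counts were 163 for HFD against LFD in BAT, 143 for LFD-BAT-Exos, 162 for HFD-vWAT-Exos and 225 for HFD-iWAT-Exos against the control, and 181 for HFD-vWAT-Exos against HFD-iWAT-Exos.

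In the fits, DESeq2 called 8 genes for diet, 10 for vWAT against iWAT, 2 for BAT against iWAT and 5 for AT-Exos. The study's threshold, an unadjusted p under 0.05 with at least 2-fold, gave 48, 249, 78 and 87. An unadjusted p under 0.05 alone gave 73, 366, 124 and 120, where chance would give 672 of the 13441 genes and 705 of the 14102. It gave 264, 768, 923 and 687 without the LFD-vWAT-Exos library, of which 768 and 923 are above 5% of the 13820 genes tested. Without the LFD-vWAT-Exos library edgeR called 11 for diet, 12 for vWAT against iWAT and 0 for BAT against iWAT (limma-voom, with all libraries, also 0 and DESeq2 2, with 124 at an unadjusted p under 0.05). Leaving out 1 depot gave 0 to 12 for diet, with 12 without vWAT and 1 without BAT, and vWAT against iWAT gave 4 without BAT. Leaving out 1 exosome library gave 0 to 11 for AT-Exos, which also gave 0 at a minimum of 50 counts, 0 with depot and diet as terms and 2 with FPKM plus 1. Of the gene lists, camera with an estimated correlation and fry each called 0 in all 4 fits, with or without the LFD-vWAT-Exos library, and camera at the preset correlation called 2 for vWAT against iWAT without it. Without that library, vWAT against iWAT has 1 vWAT library, which is assumed to vary like the other depots. The estimated correlation and fry could call little with so few residual degrees of freedom.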

Other observations

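Genes outside the lists also differed between libraries, and the genes in this paragraph were chosen by the rule on the highest and lowest ratios. Il13ra2, the decoy receptor of interleukin 13, was higher than in the control by 7.92-fold (5.31 to 12.3) with LFD-iWAT-Exos, 6.92-fold (4.57 to 10.8) with HFD-iWAT-Exos, 6.78-fold (4.51 to 10.6) with HFD-BAT-Exos and 4.36-fold (2.85 to 6.90) with HFD-vWAT-Exos. Murc, a caveolar coat protein, was higher by 6.15-fold (4.06 to 9.68) with LFD-iWAT-Exos and 9.02-fold (6.00 to 14.1) with HFD-BAT-Exos. Tmem127, a negative regulator of mTOR, was lower by 6.64-fold (5.85 to 7.56) with LFD-BAT-Exos, 8.08-fold (6.93 to 9.46) with HFD-iWAT-Exos and 6.54-fold (5.75 to 7.45) with HFD-BAT-Exos. These comparisons share the 1 control library, so they do not support each other.

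The clustered protocadherins, adhesion proteins of which each cell expresses a few, varied between libraries. The 22 genes of the gamma cluster, which share exons and were chosen after their values were seen, summed to 623 CPM in the control, 165 with LFD-iWAT-Exos, 288 with LFD-vWAT-Exos, 533 with LFD-BAT-Exos, 937 with HFD-iWAT-Exos, 188 with HFD-vWAT-Exos and 901 with HFD-BAT-Exos. Pcdhb21, of the beta cluster, was 27.1-fold lower (12.9 to 68.0) with HFD-iWAT-Exos than with LFD-iWAT-Exos and 30.7-fold higher (14.7 to 77.2) with HFD-vWAT-Exos than with HFD-iWAT-Exos.

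Mapk14 was 3.17-fold lower (2.94 to 3.43) with HFD-vWAT-Exos than with LFD-vWAT-Exos. That is the other direction from the one quoted from the study above, where the statements on the miRNA itself also differ from each other. Zeb2 was 2.03-fold lower (1.90 to 2.16), which is the other direction from 1 of the 2 quoted for it.

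Of the tests on the next 3 patterns, those on length and GC content, other cell types, culture state and differentiation were chosen after the result was seen. The LFD-vWAT-Exos library stood apart from the other 6. With all libraries thinned to 13.5 M counts, the lowest of its 6 pairs held 3585 genes apart against at most 653 in the other 15, and after correction for length and GC content 3483 against at most 650, which argues against depth or such a bias as the whole cause. In this library, 47 genes were at least 8-fold lower than in each of the other 6, where they had 100 or more counts. RNA of another cell type would then need most of the RNA to come from those cells. Of 86 markers of 7 cell types under 1 CPM in the control, the highest here, Csf1r, reached 11.7 CPM. This argues against these 7 types as the whole cause, but a cell type outside the 7 lists was not covered. A state of this culture other than the exosomes and an effect of LFD-vWAT-Exos cannot be told apart with 1 library.

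Adipocyte genes were low and matrix genes high in all 7 libraries. Whether few of the cultured cells were differentiated adipocytes stays open: 51.9% of the adipocyte identity list (14 of 27) stayed below 10 CPM in every library while Dlk1 stood at 646 to 1409 CPM, but these values restate the pattern and limits set after it was seen do not test it. Loss of reads from near-identical copies in the counting is argued against, since 0% of the 12 adipocyte genes below 1 CPM shared at least 50% of their 31-mers with other genes (highest 7.25%).

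Genes apart in the 15 pairs without LFD-vWAT-Exos might come from reads moved between overlapping genes. Adding the counts of overlapping genes ended 25.7% of 5205 calls, against 27.0% when random genes were added, and 39.6% of the calls were of genes with an overlapping gene, which argues against this as the cause of most calls. For the calls with such a gene it is not excluded, as they were more frequent than among the genes used (32.6%). No biological explanation was tested.

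For diet over the 3 depots, the 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 0 genes by edgeR (73 at an unadjusted p under 0.05, limma-voom 0, DESeq2 8), so all 10 splits gave as many, and the highest other gave 6026. The real split gave 7 lists, 5 splits gave as many, and the highest other gave 8. In the 2 splits that called 6026 genes both iWAT libraries stand in 1 group and both BAT libraries in the other, so with depot as a block each compares HFD-vWAT-Exos with LFD-vWAT-Exos alone. The count thus points to a structure of the samples, the LFD-vWAT-Exos library that stood apart, and not to a grouping of depots.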
